A study of Homo sapiens with 23 samples. Its data were reported in "CDK8 and CDK19: positive regulators of signal-induced transcription and negative regulators of Mediator complex proteins" (2023).

How the data were processed

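RNA was measured by sequencing in HEK293 cells, an established human embryonic kidney line. The parental cells (WT) and a derivative in which CDK8 and CDK19 had both been knocked out (dKO) were treated for 72 h with 0.1% DMSO as the vehicle control (Ctrl), with 200 nM BI1347 or with 200 nM SNX7886. The labels gave 23 libraries in 6 groups. WT_BI1347 had 3 libraries and each of the other groups had 4. Groups and replicate numbers were taken from the sample titles. The column names of the deposited table called the degrader IA7886 and the knockout DKO. They were matched to the titles by genotype, treatment and replicate number.

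Per the labels, the libraries were made with a directional kit from total RNA. Per the study's methods, the RNA was enriched for poly(A), paired reads were mapped to GRCh38 with STAR, and uniquely mapped reads were assigned to genes of GENCODE release 25 (basic set) with featureCounts. The values the authors deposited were expected counts per gene symbol, not normalized, and 17.1% of them were not whole numbers. The fractions held 0.0171% of all counts. How reads over several genes were split, and whether strand was used, is not given in the sources used here, so overlapping, antisense and near-identical genes are uncertain. The table held 56269 symbols with no symbol repeated, and every column was used. All 37 mitochondrial genes were listed at 0 in every library, so no mitochondrial share could be computed. The tests had been laid out for whole counts. Because the table held expected counts, the values were rounded to whole numbers before every count test.

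Total counts per library ran from 9.49 to 39.2 M (mega, counts). The range was 30.6 to 39.2 M in WT_Ctrl, 9.49 to 31.1 M in WT_BI1347, 28.9 to 34 M in WT_SNX7886, 27.4 to 32.5 M in dKO_Ctrl, 14.2 to 33.9 M in dKO_BI1347 and 27.7 to 36.3 M in dKO_SNX7886. Counts-per-million values (CPM) used library totals scaled by TMM factors. Counts came without molecular identifiers, so counting intervals and floors cover counting error only. Precision was therefore lowest in the BI1347 groups.

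Genes were tested with the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit and glmQLFTest, robust) in R 4.3.3. All 23 libraries entered one fit with a mean per group and no other term, after filterByExpr, which left 20593 of 38778 genes with any count. The common dispersion was 0.000675. P-values were adjusted by Benjamini-Hochberg within each comparison. A gene was called at an adjusted p under 0.05 and a change of over 1.5-fold in either direction, the cutoffs used by the study. The comparisons were each treatment against Ctrl in each genotype, SNX7886 against BI1347 in WT, dKO_Ctrl against WT_Ctrl, and 3 interactions that tested whether a difference itself differed between WT and dKO. Interactions are given as the WT value minus the dKO value. Errors of log2 fold changes are standard errors from the same fit. Before any averaging, counts of replicates were compared in pairs by chi-square. Over 33 pairs the statistic per degree of freedom was 1.34 to 2.96, so no library was counted as a copy of another.

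Overlaps of called genes were set against the number expected by chance, with Fisher's exact test. Comparisons that share the WT_Ctrl libraries were also set against 20 simulated draws in which the treated groups were unchanged. The share of genes differing between the compounds in WT that SNX7886 also changed in dKO was given a 95% Wilson interval. A list of 33 Mediator transcripts (31 for dKO against WT, where CDK8 and CDK19 were left out) was tested with camera at its preset correlation of 0.01 and with fry, both from limma 3.58.1.

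Genes named in the text followed a rule fixed before the data were examined. First, 18 genes were always reported, which were CDK8, CDK19, CCNC, MED12, MED14 and the genes the study's text gives as examples of response patterns. Next came, for each comparison of a pair of groups, the 3 called genes with the largest rise and the 3 with the largest fall among genes with a mean CPM of at least 1 whose libraries did not overlap between the groups. For each interaction the 3 largest and 3 smallest values were taken without the rule on overlap. Coordinates are those of GENCODE release 29 on GRCh38, which is not the release the authors used. Of the tested symbols 16322 (79.3%) were found there by name.

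Tests were run on simulated counts before the real ones. With 200 genes changed in WT_SNX7886 by a log2 fold change of 1 among 20593 genes, edgeR recovered 99.5% for SNX7886 against Ctrl in WT, 98.5% for SNX7886 against BI1347 in WT and 97.5% for the SNX7886 interaction, with 2, 4 and 3 false calls. The medians of the recovered sizes were 1 for each.

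The tests, cutoffs, named-gene rule, Mediator list and most alternatives were chosen before the data were examined. Those alternatives were RLE size factors, library totals, no low-count filter, a filter at a mean CPM of 1, DESeq2 1.42.0, glmTreat, no fold cutoff, fits on the compared groups only, the replicate number as a block, an estimated correlation in camera, a separate pair of WT_Ctrl libraries for each comparison of an overlap, and leaving out each library in turn. After the data had been seen, further alternatives were added that used only BI1347 libraries over or under 25 M counts, exchanged those pairs, or gave each genotype a term for apparent library sets. The set term joined SNX7886 libraries with the BI1347 library over 25 M. It was drawn from the marker lists of other cell types and depth, since the labels give no batch.

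Marker lists were written for T cells (9 genes), myeloid cells (10), B cells (6), MHC class II (6), prostate epithelium (7), red blood cells (5), fibroblasts (6), endothelium (5) and leukocytes in general (12). The first 7 were written after some of their genes had been seen among the results. The endothelium and general leukocyte lists were written before their own values were looked at. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. No library was left out of the main tests.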

Results

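RNA-seq counts were obtained from HEK293 cells, a human embryonic kidney line, in 6 groups of 3 or 4 libraries. Parental cells (WT) and a derivative line in which CDK8 and CDK19 had been knocked out (dKO) received DMSO vehicle (Ctrl), BI1347 or SNX7886 for 72 h, each compound at 200 nM. CDK8 and CDK19 are paralogous kinases that associate with the Mediator complex of RNA polymerase II transcription. BI1347 inhibits their kinase activity. SNX7886 is a PROTAC, a molecule that joins BI1347 to pomalidomide so that an E3 ubiquitin ligase marks the kinases for degradation. The libraries held 9.49 to 39.2 M counts (M, mega). The BI1347 groups were the shallowest, with a mean of 18.8 M in WT_BI1347 (n = 3) and 19.6 M in dKO_BI1347 (n = 4). The means of the other groups were 29.8 to 33.9 M (n = 4 each). Within dKO_BI1347, replicate 4 had 33.9 M counts and the other replicates had 14.2 to 16 M. Within WT_BI1347, replicates 1, 2 and 3 had 15.7, 9.49 and 31.1 M.

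The knocked-out genes were examined first. CDK8 (chromosome 13, 26254104 to 26405238, plus strand) was at 32.3 ± 1.45 counts-per-million (CPM) in WT_Ctrl (SD, n = 4) and 15.8 ± 0.43 CPM in dKO_Ctrl (SD, n = 4). Its log2 fold change was -1.03 ± 0.05 (SE), with an edgeR adjusted p of 6.18e-24. CDK19 (chromosome 6, 110609978 to 110815958, minus strand) was at 26.4 ± 0.674 CPM in WT_Ctrl and 18.3 ± 0.683 CPM in dKO_Ctrl (SD, n = 4), a log2 fold change of -0.53 ± 0.05 (SE, edgeR adjusted p 1.16e-13) that stayed within the 1.5-fold cutoff. Both transcripts were thus still detected in dKO. Every dKO library had at most 17.8 CPM of CDK8 and every WT library had at least 23.6 CPM. In WT cells CDK8 fell by 0.30 ± 0.05 with BI1347 and by 0.18 ± 0.04 with SNX7886 on the log2 scale (edgeR adjusted p 2.28e-06 and 0.000182). CDK19 rose by 0.64 ± 0.05 with BI1347 and by 0.54 ± 0.04 with SNX7886 (edgeR adjusted p 4.73e-15 and 2.67e-15). In dKO cells no change of either transcript was detected with either compound, with edgeR adjusted p from 0.475 to 0.946.

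**Figure D1:**
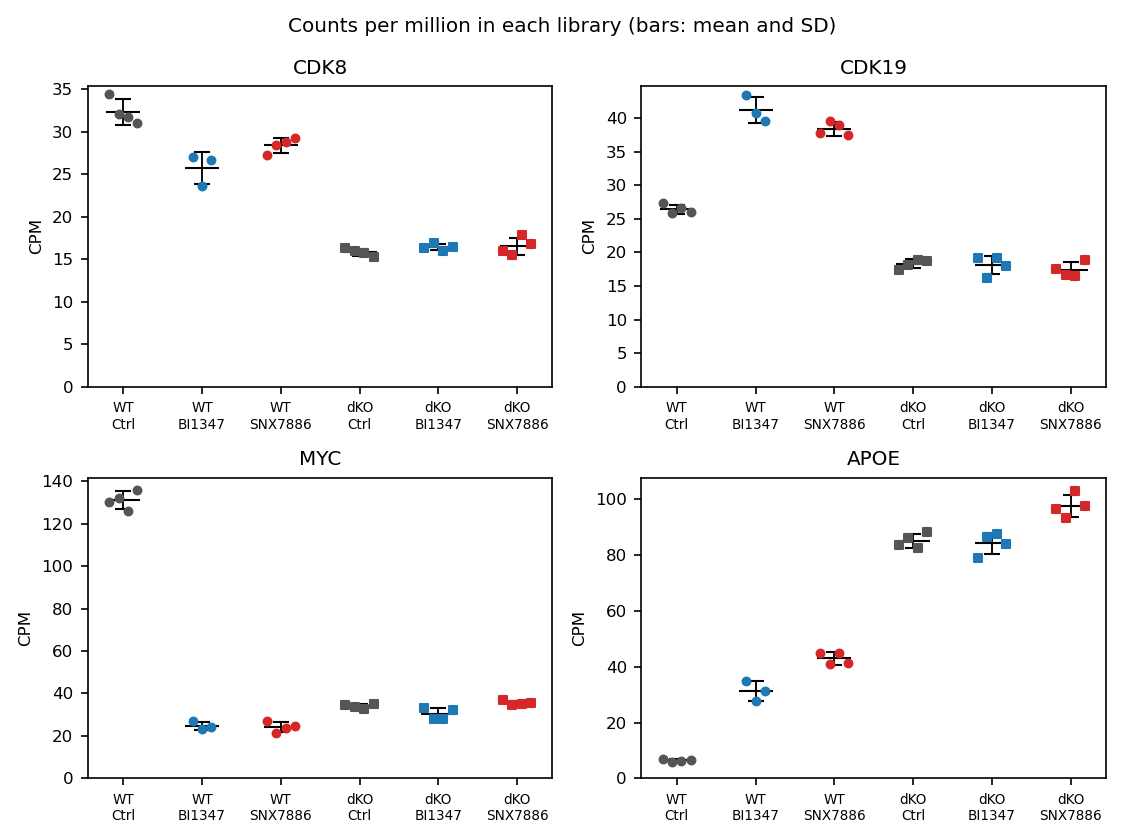
CPM of CDK8, CDK19, MYC and APOE in each of the 23 libraries, with circles for WT, squares for dKO, and bars for the mean and SD of each group. CDK8 lies at or below 17.8 CPM in all dKO libraries and at or above 23.6 CPM in all WT libraries, and MYC falls from a mean of 131 CPM in WT_Ctrl to 24.8 CPM with BI1347.

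The effect of kinase inhibition in parental cells was measured by comparing WT_BI1347 with WT_Ctrl. BI1347 changed 1651 of 20593 tested genes, of which 1015 (61.5%) rose and 636 fell. The count depended most on the fold cutoff, since 9462 genes passed the adjusted p alone. With library totals in place of TMM scaling the share of rises was 73.9%. APOE (chromosome 19, 44905754 to 44909393, plus strand) rose from 6.46 ± 0.418 CPM (SD, n = 4) to 31.3 ± 3.59 CPM (SD, n = 3), a log2 fold change of 2.29 ± 0.07 (SE, edgeR adjusted p 3.1e-29). EHD2 and COL3A1 rose by 1.34 ± 0.13 and 1.96 ± 0.07. MYC (chromosome 8, 127735434 to 127741434, plus strand) fell from 131 ± 4.37 CPM (SD, n = 4) to 24.8 ± 2 CPM (SD, n = 3), a log2 fold change of -2.40 ± 0.05 (SE, edgeR adjusted p 1.07e-34). ZCCHC12, ARC, JUN and CCND1 had log2 fold changes of -2.27 ± 0.07, -1.72 ± 0.13, -0.96 ± 0.03 and -1.23 ± 0.04. Under the rule for named genes the largest rises were those of RPL12P14 (3.21 ± 0.47), ABCA8 (3.00 ± 0.34) and OLFML3 (2.90 ± 0.18), and the largest falls were those of MYC, CHAC1 (-2.35 ± 0.14) and ZCCHC12. RPL12P14 (chromosome 1, 15792796 to 15793285) is a processed pseudogene, and its counts of at most 0.186 CPM in WT_Ctrl are uncertain because reads of near-identical copies can be misassigned. GPR50 and DERL3 changed by -1.74 ± 0.17 and 0.80 ± 0.06. Of the 18 genes fixed beforehand, 17 were below an adjusted p of 0.05 both over all genes and adjusted over the list alone. Most of these genes had been chosen by the study as examples, in part on these libraries, so the count over the list alone is not independent evidence. ETV5 was the exception, with an edgeR adjusted p of 0.138, which was 0.0304 without WT_Ctrl replicate 4, 0.0163 with no low-count filter, 0.0405 with only the compared groups in the fit and 0.0181 with the replicate block.

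SNX7886 was compared with Ctrl in the same way to measure the effect of degradation. It changed 1985 genes in WT, 1103 (55.6%) up and 882 down. With a term for apparent library sets, chosen after seeing the data, 1044 of these genes kept their call. With library totals the share of rises was 69.5%. APOE and COL3A1 rose by 2.73 ± 0.06 and 2.03 ± 0.06, and MYC and ZCCHC12 had log2 fold changes of -2.44 ± 0.04 and -2.36 ± 0.05. The largest rises under the rule were RPL12P14 (4.41 ± 0.32), OLFML3 (3.17 ± 0.15) and ABCA8 (3.05 ± 0.28). Among the largest falls, ESRRB (chromosome 14, 76310712 to 76501837, plus strand) went from 11.1 ± 0.386 to 0.716 ± 0.0849 CPM (SD, n = 4), a log2 fold change of -3.94 ± 0.10 (SE, edgeR adjusted p 2.97e-32). ADORA1 (chromosome 1, 203090654 to 203167405, plus strand) went from 5.88 ± 0.827 to 0.647 ± 0.145 CPM (SD, n = 4), a log2 fold change of -3.18 ± 0.14 (SE, edgeR adjusted p 1.07e-23). CD163 also fell, from 44 counts over the 4 WT_Ctrl libraries to 0 over the 4 WT_SNX7886 libraries, which is at least 14.7-fold lower at a floor of 3 counts over the group. Its edgeR adjusted p was 0.0276 and became 0.05 without WT_SNX7886 replicate 1 and 0.0545 with no low-count filter. CD163 was also at 0 CPM in WT_BI1347 replicate 3, which had no SNX7886, against 1.31 and 1.04 CPM in replicates 1 and 2. With a term for apparent library sets its log2 fold change was 1.83, so its fall cannot be assigned to SNX7886. All 18 genes of the fixed list passed an adjusted p of 0.05 for SNX7886 in WT, over all genes and adjusted over the list alone. ETV5 had an edgeR adjusted p of 0.0127, which became 0.0592 without WT_Ctrl replicate 2, 0.0609 without WT_SNX7886 replicate 1, 0.0669 with library totals, 0.0655 by DESeq2 and 0.398 with a term for apparent library sets.

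The responses to the inhibitor and the degrader overlapped. Of the genes called for BI1347 or SNX7886 in WT, 1158 were called for both in the same direction (731 up and 427 down) and 7 in opposite directions, against 159 expected by chance in both (Fisher's exact test, odds ratio 52.9). The genes shared in the same direction were 70.1% of those called for BI1347 and 58.3% of those called for SNX7886. Both comparisons used the same controls, and unchanged groups simulated against those controls shared 0 called genes in each of 20 draws. Across the 2471 genes called for either compound, which are not independent replicates, Pearson's r of the log2 fold changes was 0.748 and the slope 0.855. The simulated groups gave a mean r of 0.37 and at most 0.444, but from fold changes that hold noise only. When each comparison was given its own pair of WT_Ctrl libraries, 932 genes were shared and r was 0.651.

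**Figure D2:**
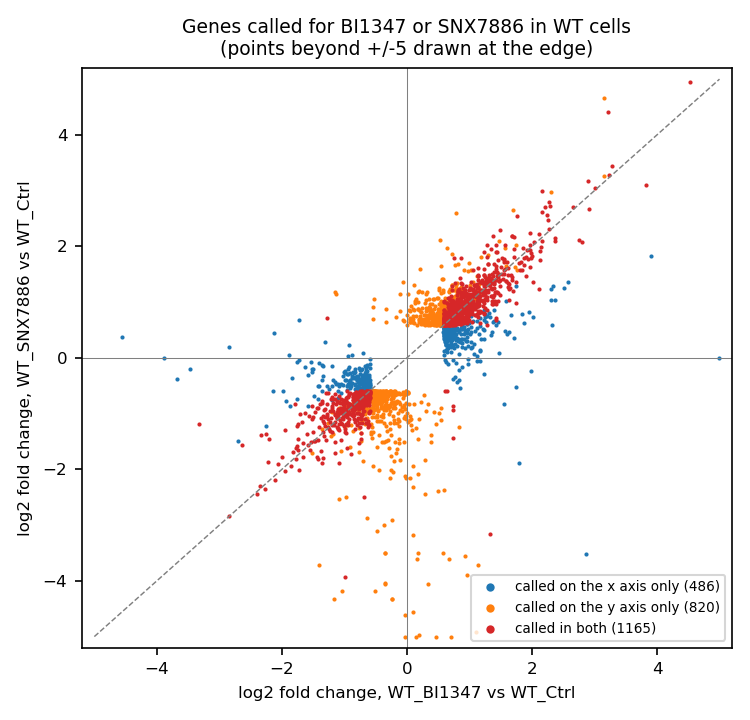
Log2 fold change of each called gene with BI1347 (x axis) and SNX7886 (y axis) against WT_Ctrl, coloured by the comparison in which the gene was called, with the dashed line marking equal changes and points beyond the limits drawn at the edge. The 1165 genes called in both lie along the diagonal apart from 7 in opposite directions, and a group of genes falls with SNX7886 only.

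Whether degradation has effects that inhibition lacks was addressed by comparing SNX7886 with BI1347 directly in WT cells. They differed at 135 genes, 23 higher and 112 lower with SNX7886. Against WT_Ctrl, 68 of them were called for SNX7886 only, 29 for BI1347 only, 16 for both and 22 for neither. ADORA1, ESRRB and KLK3 were the largest falls under the rule. ADORA1 was at 6 ± 0.915 CPM with BI1347 (SD, n = 3) and 0.647 ± 0.145 CPM with SNX7886 (SD, n = 4), a log2 fold change of -3.28 ± 0.16 (SE, edgeR adjusted p 2.36e-20). ESRRB differed by -2.95 ± 0.14, and BI1347 alone also lowered it, from 11.1 ± 0.386 CPM (SD, n = 4) to 5.25 ± 1.17 CPM (SD, n = 3). KRT222 differed by -2.14 ± 0.17. KLK3 differed by -4.48 ± 0.78, but its counts varied from 10 to 114 among the WT_Ctrl libraries. CTSK (2.58 ± 0.34), RPL12P14 (1.20 ± 0.25) and a clone-named transcript that the annotation used for coordinates does not list (1.04 ± 0.22) were the largest rises. CTSK was lower with BI1347 (0.504 ± 0.194 CPM, SD, n = 3) than in Ctrl (2.03 ± 0.907 CPM, SD, n = 4), so most of the difference lay in the BI1347 group. Against WT_Ctrl it was -2.13 ± 0.36 with BI1347 and 0.45 ± 0.18 with SNX7886 (edgeR adjusted p 7e-06 and 0.0328). The clone-named transcript lost its call without WT_BI1347 replicate 3 (0.84, edgeR adjusted p 0.14).

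The 135 genes that differed between the compounds were then followed in dKO cells, in which both target genes had been knocked out. Of these, 66 (48.9%, 95% Wilson interval 40.6 to 57.2%) were also called in the same direction for SNX7886 against Ctrl in dKO, against 1.82 expected by chance in both (Fisher's exact test, p 1.2e-92). They comprised 60 of the 112 falls and 6 of the 23 rises. The direction was the same at 126 of the 135 genes (93.3%). Of the remaining 69 genes, 2 were called in the opposite direction in dKO and 20 others had an adjusted p under 0.05 there. With a term for apparent library sets, chosen after seeing the data, the share was 35.9%. The comparisons share no library, but the dKO one lacks BI1347. Against WT_Ctrl, 29 of the 135 genes were called for BI1347 only, and such genes need not be called there. CTSK was at 0.77 ± 0.161 CPM in dKO_BI1347 and 3.11 ± 0.0655 CPM in dKO_SNX7886 (SD, n = 4), yet was not called. In the direct test, the compound difference itself differed between genotypes at 5 of the 135. Genes without a call in dKO are thus not shown to need CDK8 or CDK19. The Wilson interval treats genes as independent. Pearson's r of the log2 fold changes was 0.487 across the 135 genes. Across the 344 genes called in either comparison it was -0.285, with a slope of -0.304. ADORA1 fell in dKO from 3.94 ± 0.313 to 0.538 ± 0.124 CPM (SD, n = 4), ESRRB from 3.60 ± 0.149 to 0.721 ± 0.0728 CPM, and KRT222 from 4.63 ± 0.291 to 1.25 ± 0.269 CPM.

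**Figure D3:**
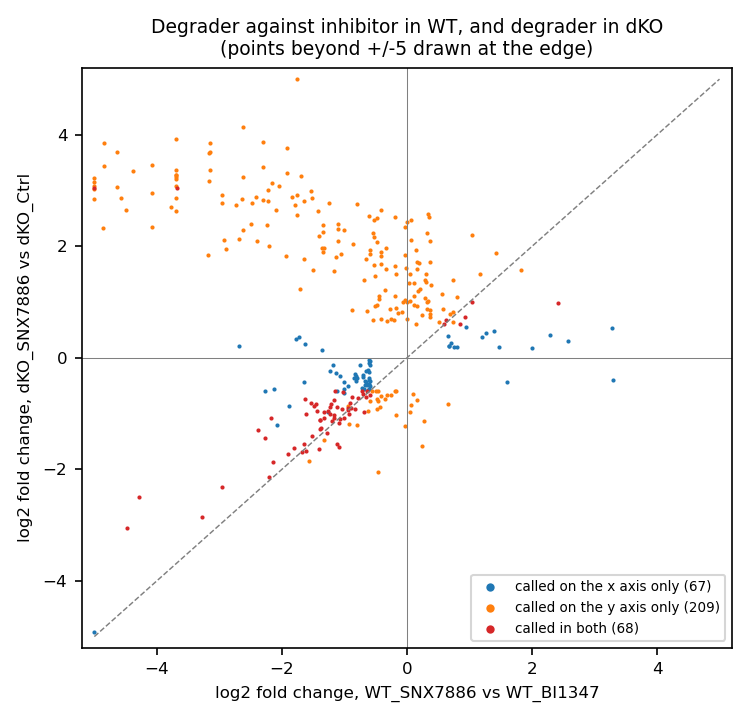
Log2 fold change of each called gene for SNX7886 against BI1347 in WT (x axis) and for SNX7886 against Ctrl in dKO (y axis), with the dashed line marking equal changes and points beyond the limits drawn at the edge. The 68 genes called in both lie mostly among the falls near the diagonal, and the genes called in dKO only include most of its 187 rises.

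In dKO cells BI1347 changed 16 genes, 11 up and 5 down, by edgeR, with 2627 genes at an unadjusted p under 0.05. DESeq2 called 0 genes, with 2075 at an unadjusted p under 0.05. The edgeR count was 3 without dKO_BI1347 replicate 4, 36 without replicate 3 and 10 without replicate 1, and 4, 5 and 5 without dKO_Ctrl replicates 2, 3 and 4. Under the rule for named genes C14orf39 rose by 0.59 ± 0.14 and CTSK fell by 1.72 ± 0.27 on the log2 scale (edgeR adjusted p 0.0329 and 0.00372), and without dKO_BI1347 replicate 4 these became 0.237 and 0.0579. C14orf39 also lost its call without dKO_Ctrl replicates 2, 3 and 4 (edgeR adjusted p 0.0823, 0.11 and 0.0797) and without dKO_BI1347 replicates 1 and 2 (0.0663 and 0.0558). SNX7886 changed 277 genes in dKO, 187 up and 90 down. The largest falls were ADORA1 (-2.85 ± 0.16), ESRRB (-2.31 ± 0.13) and KRT222 (-1.86 ± 0.11). The largest rises were CD163 (3.23 ± 0.50), LYZ (3.14 ± 0.43) and LAPTM5 (2.92 ± 0.49), which were at 3.79 ± 0.945, 5.83 ± 0.708 and 4.07 ± 0.817 CPM in dKO_SNX7886 (SD, n = 4). These transcripts were also present in dKO_BI1347 replicate 4, which received no SNX7886, at 2.77, 4.86 and 3.30 CPM. Of the 187 rises, 156 had a mean of under 1 CPM, and with only genes at a mean of at least 1 CPM tested the total was 95 genes, of which 33.7% rose. With a term for apparent library sets, chosen after seeing the data, 45 genes were called, of which 22.2% rose, and CD163, LYZ and LAPTM5 were not (1.43, 0.74 and 0.38). Of the 18 fixed genes, 0 passed the adjusted p with BI1347 in dKO and 3 with SNX7886, the same numbers as adjusted over the list alone. The 3 were APOE (0.20 ± 0.04), EHD2 (-0.34 ± 0.08) and MED12 (-0.13 ± 0.03), with edgeR adjusted p of 0.000126, 0.00227 and 0.00455, all within the fold cutoff. With the term for apparent library sets the edgeR adjusted p became 0.396, 0.984 and 0.966, and the log2 fold changes 0.204, -0.029 and -0.032. APOE thus kept its size but not its precision, since 1 BI1347 library per genotype identifies the term. EHD2 and MED12 shrank.

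The difference between the lines themselves was measured in vehicle-treated cells. dKO_Ctrl differed from WT_Ctrl at 3387 genes, 2116 (62.5%) higher and 1271 lower. With library totals the share of higher genes was 70.2%. APOE rose by 3.72 ± 0.05 and EHD2 by 2.19 ± 0.10, and MYC, CCND1 and ETV5 had log2 fold changes of -1.95 ± 0.04, -2.72 ± 0.04 and -1.34 ± 0.12. COL3A1 and ARC changed by 0.50 ± 0.07 and -0.47 ± 0.09, within the fold cutoff. OLFML3 did not differ detectably (0.11 ± 0.24, edgeR adjusted p 0.724). DERL3 differed by -0.16 ± 0.05 (edgeR adjusted p 0.00827, 0.0524 without dKO_Ctrl replicate 1 and 0.114 with library totals), and GPR50 was higher in dKO by 1.13 ± 0.08, opposite in direction to its fall with both compounds. The largest rises were ZNF141, SLC35D2 (5.54 ± 0.12) and SERPINB9 (5.35 ± 0.30). ZNF141 had 2 counts over WT_Ctrl and 302 over dKO_Ctrl, a ratio of 165 with a counting interval of 45.2 to 1370. The largest falls were REC8 (-3.87 ± 0.09), NEFH (-3.69 ± 0.07) and SPATC1L (-3.27 ± 0.12). The genes called for SNX7886 in WT and for dKO against WT shared 994 in the same direction (655 up and 339 down) and 55 in opposite directions, against 326 expected by chance in both (Fisher's exact test, odds ratio 7.8). Simulated unchanged groups shared 0 genes, which is near certain where nothing changes. Pearson's r across the 4323 genes called in either comparison was 0.507. Over the same genes the simulated groups gave a mean r of 0.497 and at most 0.561. Their fold changes hold noise only, so this range cannot decide how much of the observed r comes from shared controls. With a separate pair of WT_Ctrl libraries for each comparison, 871 genes were shared and r was 0.443. With the pairs exchanged these were 835 and 0.426.

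Whether a response differed between genotypes was tested directly. The BI1347 response differed at 1393 genes, 881 (63.2%) with a higher value in WT, and the SNX7886 response at 1853 genes, 1052 (56.8%) with a higher value in WT. With library totals these shares were 78.1% and 72.1%. With the term for apparent library sets, 974 of the BI1347 genes and 726 of the SNX7886 genes kept their call. The MYC response was lower in WT than in dKO by -2.25 ± 0.08 for BI1347 and -2.50 ± 0.06 for SNX7886, and the APOE response was higher by 2.31 ± 0.08 and 2.54 ± 0.07 (log2). The difference between SNX7886 and BI1347 itself differed between genotypes at 8 genes by edgeR, all with a lower value in WT, and at 30 genes by DESeq2. Unadjusted p was under 0.05 at 1904 genes by edgeR. Under the rule for named genes, the largest differences among called genes were ITGB2 (-1.08 ± 0.21), ACTL8 (-1.05 ± 0.21) and TYMP (-0.91 ± 0.17). TYMP shares exons with SCO2 and ODF3B on the same strand, so its counts are uncertain. The count was 4 without WT_BI1347 replicate 1, 31 without WT_BI1347 replicate 3 and 52 without dKO_BI1347 replicate 4. ITGB2, ACTL8 and TYMP all lost their call without WT_BI1347 replicate 1 (edgeR adjusted p 0.114, 0.0605 and 0.0595) and with the term for apparent library sets (0.725, 0.21 and 0.709).

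Transcripts of Mediator subunits were examined because the study measured levels of these proteins. The median log2 fold change of the 33 transcripts was -0.0059 with BI1347 in WT, -0.0059 with SNX7886 in WT, 0.0186 with BI1347 in dKO and 0.0414 with SNX7886 in dKO. For dKO against WT it was 0.0174 over 31 transcripts. CDK19 with BI1347 in WT was the 1 transcript past both cutoffs in these comparisons. With an adjusted p under 0.05, 12 transcripts rose and 7 fell with BI1347 in WT, and 11 rose and 7 fell with SNX7886 in WT. Adjusted over the list alone, the counts were 21 and 18. MED12 rose by 0.32 ± 0.04 and 0.32 ± 0.03 and MED14 by 0.29 ± 0.03 and 0.34 ± 0.02 with BI1347 and SNX7886 in WT, and CCNC changed by -0.20 ± 0.05 and -0.22 ± 0.04. Camera gave p of 0.779, 0.368, 0.278, 0.0365 and 0.68 for these 5 comparisons in the order given, and none was below 0.182 after Benjamini-Hochberg adjustment over the 5. Fry gave adjusted p of 0.00172 for SNX7886 in WT and 0.0129 for SNX7886 in dKO, both upward, but on simulated counts the unchanged Mediator list also gave a fry p of 0.014. The camera p for SNX7886 in dKO was 0.0732 with an estimated correlation. The median and the mean differed in sign for BI1347 in WT (mean 0.0231), SNX7886 in WT (mean 0.0437) and dKO against WT (mean -0.000971). With library totals the medians for BI1347 and SNX7886 in WT were 0.074 and 0.0795.

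Genes listed as markers of other cell types were also summed in each library, because CD163, LYZ and LAPTM5 led the rises in dKO. The summed CPM of 10 myeloid genes was 2.32 ± 0.142 in dKO_Ctrl and 16.4 ± 2.88 in dKO_SNX7886 (SD, n = 4). It was 3.19 to 4.36 in dKO_BI1347 replicates 1 to 3 and 13.3 in replicate 4. In WT cells it was 1.97 ± 0.294 in WT_Ctrl and 0.661 ± 0.203 in WT_SNX7886 (SD, n = 4), and 4.16, 4.73 and 0.474 in WT_BI1347 replicates 1, 2 and 3. A list of 9 T cell genes was at 2.28 ± 0.151 in dKO_Ctrl and 7.17 ± 0.749 in dKO_SNX7886, and at 1.59 ± 0.258 in WT_Ctrl and 1.05 ± 0.103 in WT_SNX7886 (SD, n = 4). These lists were drawn up after the dKO result had been seen.

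**Figure D4:**
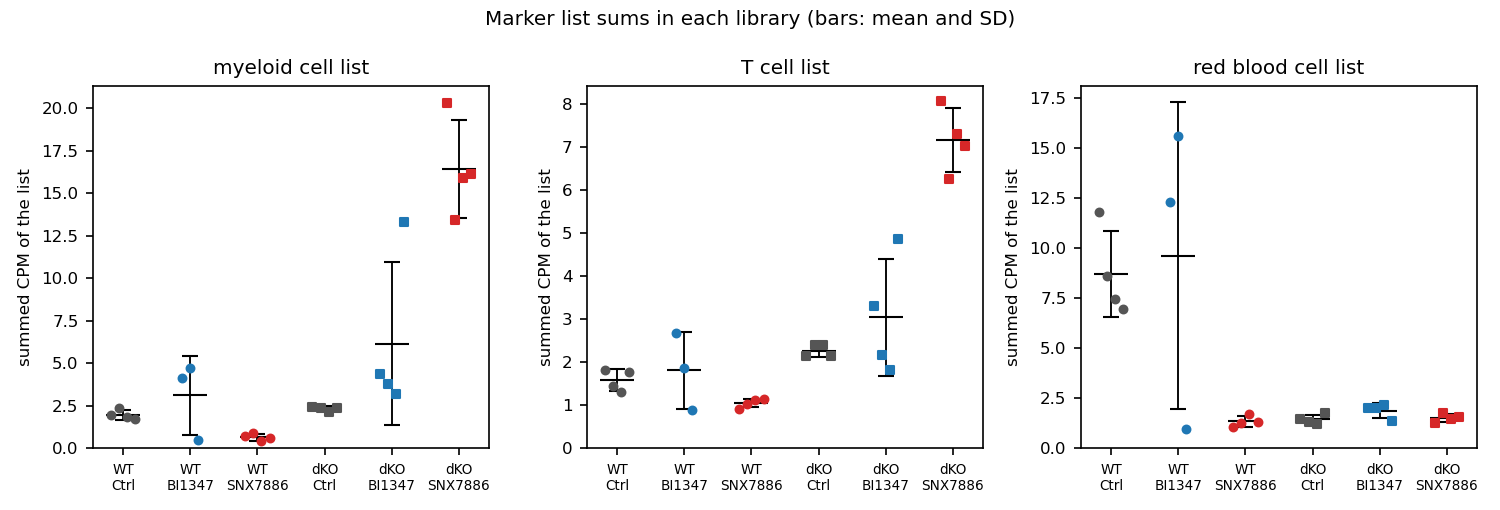
Summed CPM of the myeloid, T cell and red blood cell lists in each of the 23 libraries, with circles for WT, squares for dKO, and bars for the mean and SD of each group. The myeloid and T cell sums are highest in dKO_SNX7886 and dKO_BI1347 replicate 4, and the red blood cell sum is highest in WT_Ctrl and WT_BI1347 replicates 1 and 2.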

Values the study reported

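The study reported 82 genes that responded differently to the PROTAC and to its parent kinase inhibitor in parental cells. For the knockout of both kinases against parental cells, it counted 1122 high-confidence genes, selected over several batches of experiments rather than in these libraries alone.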

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

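The following tests were chosen only after the result was seen: those of a mixed library, of library sets, of depth for the immune transcripts, of an effect common to both genotypes or special to dKO, of genotype labels and of scaling. The splits of the libraries, the share of general leukocyte genes, thinning and the RPL12 test were set beforehand. By chance, a library stands far from the rest in about 1 in 20 groups of 4 libraries. Of 203 groups examined, 10 held a library far from the others, and 10.2 would be expected by chance, so their total is no more than chance gives. WT_BI1347, with 3 libraries, was not examined, nor was every named gene in every group. The groups are not independent, and dKO_BI1347 replicate 4 was flagged for its total, myeloid sum and prostate epithelium sum. The total thus does not show that each far library arose by chance.

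The responses to both compounds differed between WT and dKO in a direct test, at 1393 genes for BI1347 and 1853 for SNX7886. Among 60 drawn splits of the libraries, the labelled one was the 1 split with as many genes in each case. The splits exchanged treatments within each genotype and never genotypes. They argue against chance assignment of treatments, but cannot decide whether the genotypes differ. The highest other splits gave 419 and 7 genes. An exchange of genotypes is argued against by CDK8, which was at most 17.8 CPM in dKO libraries and at least 23.6 CPM in WT libraries. After all libraries were thinned to 9 M counts, 57.3% of the BI1347 genes were still called, so unequal depth is not the whole cause. Library totals in place of TMM gave 2044 SNX7886 genes, so the count does not rest on the scaling. The knockout of CDK8 and CDK19 in dKO is the difference the design names. In these libraries it remains open beside other properties of the dKO clone, which were not tested. In other experiments, the paper reported that early-response genes reacted to another inhibitor, Senexin B, in dKO cells given back CDK8 or CDK19. They did not react in dKO or in dKO with empty vector. The difference between SNX7886 and BI1347 itself differed at 8 genes. The labelled split was again the 1 with as many among 60, and the next gave 3, but the count moved to 4 without WT_BI1347 replicate 1, 31 without WT_BI1347 replicate 3 and 52 without dKO_BI1347 replicate 4.

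Single genes marked by the same direct tests were RPL12P14 (3.34 for BI1347 and 4.04 for SNX7886), ABCA8 (2.92 and 2.67), CPXM1 (2.69 and 2.74), CHAC1 (-2.47 for BI1347), ZCCHC12 (-2.31) and MYC (-2.25), as the WT minus the dKO log2 fold change. RPL12P14 is a pseudogene of RPL12, and its rise could come from misassigned RPL12 reads. RPL12 itself changed by -0.162 with SNX7886 in WT, against the rise of the pseudogene, which argues against a constant share of its reads. Reads of other RPL12 copies were not tested.

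Under the rule for named genes, CD163 (-9.5), LAPTM5 (-5.83) and LYZ (-5.33) had the lowest values for SNX7886. CD163 had no counts in WT_SNX7886, so -9.5 is no bound. Among genes called for SNX7886 against BI1347, the same rule gave ITGB2 (-1.08), ACTL8 (-1.05) and TYMP (-0.91) as the lowest. CD163 (-8.23), LAPTM5 (-4.24) and LYZ (-3.37) had lower values there but were not called. CD163, LYZ, LAPTM5 and ITGB2 are typical of immune cells. Among dKO_BI1347 libraries, replicate 4 stood apart in its myeloid sum (13.3 CPM, others 3.19 to 4.36), its prostate epithelium sum (20.8, others 24.1 to 24.2) and its total (33.9 M, others 14.2 to 16 M). The pattern was thus high in dKO_SNX7886 and in this 1 library without SNX7886.

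Several explanations were weighed. Depth is argued against, because dKO_SNX7886 and WT_SNX7886 had nearly equal mean totals (ratio 1.03), while the immune transcripts were high in the former and low in the latter. A mixture of replicate 4 with SNX7886-treated dKO cells is argued against by the 62 genes with a mean of at least 1 CPM that SNX7886 lowered in dKO, whose median in replicate 4 was -0.0517 (log2) relative to replicates 1 to 3. A share of 46%, from the general leukocyte sum, would give -0.358, and 75%, from the myeloid sum, would give -0.642. RNA of immune cells from outside the cultures may be a source, since 100% of the 12 general leukocyte genes had a higher mean in dKO_SNX7886 than in dKO_Ctrl and 91.7% were higher in replicate 4 than in replicates 1 to 3. The sum of that list decided little, because 4 of its 12 genes were at 1 CPM or more in WT_Ctrl. Its ratio of WT_SNX7886 to WT_Ctrl was 1.02, and that of replicate 4 to replicates 1 to 3 was 1.08. After this test had failed to decide, the myeloid and T cell lists were used, which have no gene at 1 CPM in WT_Ctrl. Their WT_SNX7886 to WT_Ctrl ratios were 0.342 (myeloid) and 0.663 (T cell). The myeloid group means, 0.661 CPM in WT_SNX7886 and 1.97 CPM in WT_Ctrl, give a ratio slightly below 0.342. The means used the expected counts as given, and the ratio used counts rounded to whole numbers. Every WT_SNX7886 library was below every WT_Ctrl library on both lists. For these lists this argues against a rise with SNX7886 common to both genotypes. The B cell and endothelium lists also have no gene at 1 CPM in WT_Ctrl. The B cell list went the other way, and the endothelium list showed no clear direction in WT. The B cell sum rose from 0.62 to 0.905 CPM in WT, with every WT_SNX7886 library above every WT_Ctrl library, and from 1.09 to 1.65 CPM in dKO. The endothelium sum was 0.523 and 0.595 CPM in WT and 0.676 and 1.12 CPM in dKO. Its WT libraries overlapped, at 0.373 to 0.644 CPM in WT_Ctrl and 0.471 to 0.773 CPM in WT_SNX7886. A common effect is thus not excluded for these lists. The B cell rise is not special to SNX7886, since WT_BI1347 had 1.56, 0.935 and 0.921 CPM, each above every WT_Ctrl library. In WT the myeloid sum also followed the apparent library sets, since WT_BI1347 replicate 3, without SNX7886, had 0.474 CPM against 4.16 and 4.73 CPM in replicates 1 and 2. Both this library and dKO_BI1347 replicate 4 count against an effect of SNX7886 special to dKO cells as the whole cause. With 1 such library per genotype, and the sum of general leukocyte genes undecided, a part of the rise due to such an effect cannot be told apart from foreign RNA.

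The remaining far libraries were ARC in WT_Ctrl replicate 4 (9.28 CPM, others 7.39 to 7.63), ZNF141 in WT_Ctrl replicate 1 (0.0678, others 0), NEFH in WT_Ctrl replicate 1 (26.4, others 29.1 to 29.5), ITGB2 in WT_SNX7886 replicate 2 (1.97, others 1.58 to 1.63), the myeloid sum in dKO_Ctrl replicate 3 (2.11, others 2.39 to 2.4), the MHC class II sum in dKO_SNX7886 replicate 1 (74.5, others 66.6 to 66.8) and the general leukocyte sum in WT_Ctrl replicate 2 (46.6, others 42.9 to 43). No explanation was tested for these.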

How the results depend on the processing

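The alternatives that divided the BI1347 libraries at 25 M counts, added set terms or exchanged the control pairs were chosen after seeing the data. The others were set beforehand. A count is called unchanged when it stayed within 1.5 times. A single gene or list that changed sign while neither value passed the threshold is counted as unchanged. Under those set beforehand, 415 values of the main results were unchanged, 42 counts or shares moved and 5 crossed a threshold. Those 5 all concern the Mediator list for SNX7886 in dKO, judged by an unadjusted camera p of 0.0365 that did not pass adjustment over the 5 comparisons. Of values of single named genes, 1441 were unchanged, 21 lost their threshold, 4 gained it and 0 reversed.

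Without the fold cutoff the counts were 9462 and 11286 for BI1347 and SNX7886 in WT, 687 for SNX7886 against BI1347, 158 and 1881 in dKO, 13119 for dKO against WT and 7330, 9109 and 29 for the interactions, with overlaps of 8412 and 6869. Testing against the fold cutoff with glmTreat gave 418, 674, 46, 1, 141, 1778, 275, 535 and 0 in the same order, overlaps of 346 and 358 and a share of 63% of the genes differing between the compounds that SNX7886 also changed in dKO. Where glmTreat called 0, its unadjusted p was under 0.05 at 205 genes, the main edgeR test called 8 and DESeq2 called 30. These shifts follow from the change of cutoff. Without a low-count filter BI1347 changed 52 genes in dKO and the last interaction had 32. With a mean CPM filter, which tests fewer genes, the counts were 1286 for SNX7886 in WT, 4 and 95 in dKO (33.7% of the 95 up) and 2240 for dKO against WT. DESeq2 gave 0 for BI1347 in dKO (13574 adjusted p not given, 2075 genes at an unadjusted p under 0.05) and 30 for the last interaction. The cause was not tested.

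With only the compared groups in the fit, BI1347 in dKO gave 4 genes. With the replicate number as a block (replicate block) the last interaction gave 13 genes. Over all groups pooled the numbers showed no clear pairing, since over 55 same-numbered pairs r was -0.066 to 0.11 with 1 over 0.1. These pairs mix treatments. In a subset looked at afterwards, WT and dKO libraries of the same treatment and number, every r was positive (0.00487 to 0.0925). For the 100 genes with the largest spread, a link between same-numbered libraries of both genotypes within a treatment stays open. The median r was 0.46 for the controls, and r was 0.184 to 0.363 with BI1347 and 0.102 to 0.601 with SNX7886. Other counts stayed within 1.5 times with the block. Under library totals the all-gene medians were at most 0.0974 (log2), against at most 0.00382 with TMM, and the Mediator median for SNX7886 in dKO was 0.0329 (camera p 0.0552). With an estimated correlation it stayed at 0.0414 (p 0.0732). The cause of these shifts was not tested.

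Leaving out each library gave 3 to 36 genes for BI1347 in dKO (without dKO_BI1347 replicates 4 and 3). It was 4 without dKO_Ctrl replicate 2, 5 without replicate 3, 5 without replicate 4 and 10 without dKO_BI1347 replicate 1. The last interaction ran from 4 to 52, with 31 without WT_BI1347 replicate 3. The Mediator median for SNX7886 in dKO ran from 0.0261 to 0.0475, with camera p up to 0.0859 without dKO_SNX7886 replicate 4, 0.0645 without dKO_Ctrl replicate 1 and 0.056 without dKO_Ctrl replicate 2. The other counts stayed within 1.5 times, for example 1478 to 1625 for BI1347 and 1868 to 1958 for SNX7886 in WT.

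With BI1347 libraries over 25 M only, BI1347 in dKO gave 91 genes (85 up) and the last interaction 2, from 1 BI1347 library per genotype, which is assumed to vary like the other groups. With those under 25 M the values were 7 and 82, and the share also changed in dKO was 39.5%. Set terms gave 7 genes for BI1347 and 45 for SNX7886 (22.2% up) in dKO, 1121 for the SNX7886 interaction, 2 for the last interaction and a share of 35.9%. CDK8 with SNX7886 in WT was -0.242 (edgeR adjusted p 0.056). CD163 reversed to 1.83 for SNX7886 in WT and to 0.40 for its interaction, and the interactions of LAPTM5 and LYZ reversed to 4.31 and 0.14, none past the threshold. Their signs are undetermined, since with set terms the WT effect is the difference of WT_SNX7886 from WT_BI1347 replicate 3 plus that of WT_BI1347 replicates 1 and 2 from WT_Ctrl. In replicate 3, CD163 and LAPTM5 had 0 CPM and LYZ 0.126 CPM. CD163 had none in WT_SNX7886 either, so its value comes from replicates 1 and 2 (1.31 and 1.04 CPM) against WT_Ctrl (0.337 CPM). KLK3 for SNX7886 against BI1347 lost its call with BI1347 libraries over 25 M only (edgeR adjusted p 0.0955). Of the 277 SNX7886 genes in dKO, 37 kept their call under set terms (4 of 187 rises and 33 of 90 falls). So did 1044 of the 1985 SNX7886 genes in WT, 726 of the 1853 SNX7886 interaction genes, 1225 of the 1651 BI1347 genes in WT and 974 of the 1393 BI1347 interaction genes. The last interaction lost ITGB2 (-0.56), ACTL8 (-1.09) and TYMP (-0.48) with set terms (edgeR adjusted p 0.725, 0.21 and 0.709) and with BI1347 libraries over 25 M only (0.711, 0.21 and 0.711). CPXM1 lost its SNX7886 interaction with set terms (1.77, edgeR adjusted p 0.0565). The sets were read from the marker lists of other cell types and depth, and 1 BI1347 library per genotype identifies each term, which lowers power. With simulated changes of 1 (log2) for SNX7886 in WT, 83% were recovered. The cause of these shifts was not tested further.

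Depth limits which genes are called. After thinning all libraries to 9 M counts, the number called was lower in each comparison except the last interaction, where it was 12 in place of 8. The calls kept were 60% for BI1347 and 57.2% for SNX7886 in WT, 54.1% for SNX7886 against BI1347 in WT, 37.2% for SNX7886 and 12.5% (2 of 16) for BI1347 in dKO, 63.1% for dKO against WT and 57.3%, 53.8% and 50% for the interactions.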

Other observations

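The tests of library sets, of counting noise in KLK3, of the control libraries alone and of pairs within a treatment were chosen only after the result was seen. The splits of the libraries and the test of KLK3 over all groups were set beforehand.

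In each comparison of a pair of groups, the labelled split was the 1 split of 35 with as many called genes. This argues against chance for BI1347 in WT (next highest 653), SNX7886 in WT (3) and SNX7886 against BI1347 in WT (55). It also does so for SNX7886 in dKO (5) and dKO against WT (0). For BI1347 in WT, the split with 653 genes set 3 control libraries against the remaining control and all 3 BI1347 libraries. For BI1347 in dKO the labelled split gave 16 genes and the next 15. With a margin of 1 gene, on a count that ran from 3 to 36 when single libraries were left out and was 0 by DESeq2 (2075 genes at an unadjusted p under 0.05, and 2627 by edgeR), chance is not firmly excluded there.

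The number of genes that differed between SNX7886 and BI1347 in WT was 135 here. That is higher than the value quoted from the study above. The number that differed between dKO and WT was 3387 here. That is also higher than the value quoted above, which came from another selection.

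The genes raised and lowered by SNX7886 in dKO behaved differently across BI1347 libraries. The 187 raised genes had a median log2 fold change of 2.03 with SNX7886. In dKO_BI1347 replicate 4 against replicates 1 to 3, where no library had SNX7886, their median was 1.46 and 93.6% were higher, although only 27 (14.4%) were called higher. Among 4830 uncalled genes of like mean CPM the median was -0.0245 and 48.6% were higher. All 90 lowered genes, including those under 1 CPM, had a median of -0.964 with SNX7886, but -0.0491 between the same dKO_BI1347 libraries and -0.00932 between the corresponding WT libraries. A candidate explanation for most of the rises is therefore a difference between sets of libraries, which the falls argue against for themselves. The test rests on 1 library of dKO. Of the rises, 132 were lower with SNX7886 in WT, 50 of them called, and 6 were also called higher for SNX7886 against BI1347 in WT. Of the falls, 60 were also called lower there.

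KLK3, a prostate transcript, varied among control libraries alike in both genotypes. Replicates 1 to 4 had 10, 114, 58 and 63 counts in WT_Ctrl and 8, 134, 65 and 55 in dKO_Ctrl. Counting noise is excluded (Poisson spread, larger p of the genotypes 1.91e-19). A candidate explanation is carry-over tied to the replicate number. Over the 100 genes with the largest spread within groups, same-numbered libraries of different groups had a median r of 0.016 and differently numbered ones -0.0071. This argues against a link common to all groups. The median mixes treatments, so it cannot decide on a link within a treatment. Among the control libraries alone, a subset looked at after that result, the median r was 0.46 for same-numbered and -0.11 for other pairs, but 2 of the 24 ways to match the libraries gave a mean r as high. Same-numbered WT and dKO libraries also had r of 0.363, 0.184 and 0.303 with BI1347, and 0.287, 0.445, 0.102 and 0.601 with SNX7886. Each was above the r of that WT library with any differently numbered dKO library of the treatment. In the controls this did not hold for WT_Ctrl replicates 2 and 3. With few pairs and subsets chosen afterwards, a link to the replicate number within a treatment stays open.

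The other marker lists are given for completeness as summed CPM (mean ± SD over a group). The red blood cell list was at 8.73 ± 2.16 in WT_Ctrl and 12.3, 15.6 and 0.963 in WT_BI1347 replicates 1 to 3, against 1.34 ± 0.283 in WT_SNX7886 and 1.45 ± 0.238 in dKO_Ctrl. The B cell list was at 0.62 ± 0.0957 in WT_Ctrl, 0.905 ± 0.0522 in WT_SNX7886, 1.09 ± 0.177 in dKO_Ctrl and 1.65 ± 0.302 in dKO_SNX7886. MHC class II was at 44.6 ± 1.37, 51.2 ± 2.13, 48.6 ± 2.86 and 68.7 ± 3.88 in the same groups, and prostate epithelium at 21.3 ± 2.08, 17.9 ± 0.948, 17.9 ± 2.75 and 15 ± 0.496. Fibroblast sums lay between 19.2 and 27.8 in all libraries and endothelium sums between 0.373 and 1.23. General leukocyte genes summed to 43.8 ± 1.82 in WT_Ctrl, 44.6 ± 1.08 in WT_SNX7886, 86.3 ± 3.18 in dKO_Ctrl and 101 ± 1.8 in dKO_SNX7886. At 1 CPM or more in WT_Ctrl were 0 of 9 T cell, 0 of 10 myeloid, 0 of 6 B cell, 4 of 6 MHC class II, 3 of 7 prostate, 1 of 5 red blood cell, 1 of 6 fibroblast, 0 of 5 endothelium and 4 of 12 general leukocyte genes.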
